# Interaction between the RNA-dependent ATPase and poly(A) polymerase subunits of the TRAMP complex is mediated by short peptides and important for snoRNA processing

**DOI:** 10.1093/nar/gkv005

**Published:** 2015-01-14

**Authors:** Jillian S. Losh, Alejandra Klauer King, Jeremy Bakelar, Lacy Taylor, John Loomis, Jason A. Rosenzweig, Sean J. Johnson, Ambro van Hoof

## Abstract

The RNA exosome is one of the main 3′ to 5′ exoribonucleases in eukaryotic cells. Although it is responsible for degradation or processing of a wide variety of substrate RNAs, it is very specific and distinguishes between substrate and non-substrate RNAs as well as between substrates that need to be 3′ processed and those that need to be completely degraded. This specificity does not appear to be determined by the exosome itself but rather by about a dozen other proteins. Four of these exosome cofactors have enzymatic activity, namely, the nuclear RNA-dependent ATPase Mtr4, its cytoplasmic paralog Ski2 and the nuclear non-canonical poly(A) polymerases, Trf4 and Trf5. Mtr4 and either Trf4 or Trf5 assemble into a TRAMP complex. However, how these enzymes assemble into a TRAMP complex and the functional consequences of TRAMP complex assembly remain unknown. Here, we identify an important interaction site between Mtr4 and Trf5, and show that disrupting the Mtr4/Trf interaction disrupts specific TRAMP and exosome functions, including snoRNA processing.

## INTRODUCTION

Almost all cellular RNAs undergo extensive processing before becoming fully mature and functional RNAs. The pathways involved in these post-transcriptional modifications, although tightly regulated, are not error-free. Therefore, cells have evolved a variety of surveillance mechanisms to ensure the fidelity of this RNA maturation process and gene expression. The RNA exosome complex is a major player in both RNA processing and surveillance mechanisms. For example, the RNA exosome has 3′ to 5′ exoribonuclease activity that is required for removal of 3′ extensions from precursor RNAs (e.g. 5.8S rRNA; 1,2) and to degrade misprocessed RNAs (e.g. hypomethylated tRNAi; 3). Many exosome substrates have been identified, but how the exosome distinguishes between substrates that require processing, substrates that require degradation and non-substrates is poorly understood.

One determinant of exosome specificity appears to be provided by over a dozen proteins that are collectively called exosome cofactors. These proteins are thought to initiate interaction with substrates and deliver them to the exosome by poorly defined mechanisms. Most prominent among these cofactors are two RNA-dependent ATPases (also called RNA helicases), Mtr4 and Ski2 (4,5). Unlike other exosome cofactors that appear to be specific for a limited number of exosome functions, Mtr4 is required for all known nuclear exosome functions, while Ski2 is required for all known cytoplasmic exosome functions.

Mtr4 is a subunit of the heterotrimeric Trf4/5 Air1/2 Mtr4 polyadenylation (TRAMP) complex. In the yeast *Saccharomyces cerevisiae*, the other two subunits are one non-canonical poly(A) polymerase (either Trf4 or Trf5), and one zinc knuckle RNA binding protein (either Air1 or Air2; 6,7). The duplicated *TRF* and *AIR* genes arose during a whole genome duplication in an ancestor of *S. cerevisiae* (http://ygob.ucd.ie/; 8,9) and, therefore, other eukaryotes have only one ortholog of each, which in humans are named PAPD5 and ZCCHC7, respectively. Furthermore, it has been shown that the hMTR4, PAPD5 and ZCCHC7 proteins interact (10), suggesting that TRAMP complex formation is conserved between fungi and animals. In yeast, Mtr4 is encoded by an essential gene, but *TRF4, TRF5, AIR1* and *AIR2* are not individually essential (4,11). However, a *trf4Δ trf5Δ* double mutant is inviable (12), and an *air1Δ air2Δ* double mutant is extremely slow growing (13). These growth phenotypes suggest that all three subunits of the TRAMP complex perform critical functions, although the importance of assembly into a TRAMP complex is not understood.

Importantly, Mtr4 is more abundant than the other TRAMP subunits, indicating that it exists outside TRAMP, and some functions of the exosome require Mtr4 but not the other TRAMP subunits (6). The TRAMP complex is thought to be required for degrading incorrectly processed RNAs, including rRNAs and tRNAs, as well as non-coding RNAs with unknown functions (cryptic unstable transcripts and stable unannotated transcripts; 14,15). An example of a reaction that requires Mtr4, but not other TRAMP subunits is the processing of 5.8S rRNA from a 3′ extended precursor (6). One hypothesis is that TRAMP is involved in exosome-mediated RNA degradation, while TRAMP-independent Mtr4 is involved in exosome-mediated RNA processing. Definitive proof for this hypothesis would require showing whether or not 3′ extended and/or polyadenylated species that accumulate in TRAMP mutants are precursors in the normal processing pathway, or aberrant transcripts marked for degradation.

Adding nucleotides to the 3′ end of an RNA to facilitate removal of nucleotides in the 3′ to 5′ direction is somewhat counterintuitive, but several roles of TRAMP-mediated polyadenylation in exosome-mediated degradation have been offered. First, the main catalytic subunit of the RNA exosome (Rrp44) is accessed through a long narrow central channel formed by the other nine subunits of the exosome (16,17). Therefore, exosome-mediated degradation is thought to require a long unstructured region, which may be provided by TRAMP-mediated polyadenylation. Under this hypothesis, the unstructured tail would have to be long enough to traverse the channel (∼30 nts). Such long TRAMP-dependent tails have been detected in exosome mutants and TRAMP can synthesize long A-tails *in vitro* (6,7,18,19). However, a typical TRAMP-synthesized tail in wild-type cells is thought to be only 3–4 nts (20,21) and, thus, not long enough to completely pass through the exosome central channel. One caveat is that the short A-tails seen in wild-type cells are necessarily the ones that have not (yet) been degraded by the exosome. RNAs that receive longer A-tails may be more rapidly degraded by the exosome. Therefore, the short A-tails seen at steady state may not be representative of all the tails synthesized by TRAMP. Another indication that long, unstructured 3′ tails are not required for exosome-mediated degradation comes from the observation that the exosome appears to be fully capable of degrading cytoplasmic substrate RNAs independently of a poly(A) polymerase, including substrates that contain very stable secondary structures (e.g. G-quadruplexes; 22,23). An alternative hypothesis is based on the observation that Mtr4 specifically interacts with oligo-adenylated RNAs (24–26), and thus TRAMP-synthesized tails may target substrates to Mtr4 rather than directly to the RNA exosome. Under both of these hypotheses, substrate RNAs would initially interact with the poly(A) polymerase subunit of TRAMP, and subsequently be handed off to the exosome. Strikingly, while these hypotheses explain the role of the poly(A) tail, neither of these hypotheses readily explain why Mtr4 and a poly(A) polymerase assemble into a TRAMP complex. A third possibility is that polyadenylation by Trf4/5 occurs in response to a block or stall during normal processing by the exosome. Physical interaction between the Mtr4/exosome machinery and Trf4/5 may facilitate polyadenylation of such degradation product and polyadenylation may enhance subsequent re-engagement of the Mtr4/exosome machinery. Consistent with the idea that TRAMP can act on partially degraded RNAs is that TRAMP-dependent tails are added at multiple positions, including the region corresponding to the mature RNA (27). Thus, it is not clear whether stable association of the poly(A) polymerase with Mtr4 facilitates substrate hand-off from the Mtr4/exosome machinery to the poly(A) polymerase or *vice versa*.

Resolving these questions on TRAMP and Mtr4 function requires a better understanding of how the subunits of TRAMP interact and of the consequences of impairing TRAMP complex assembly. Here, we identify a short peptide on the poly(A) polymerase subunit that is important for TRAMP complex assembly. This short peptide is essentially the only conserved sequence in the N-terminus of the poly(A) polymerase subunit. Furthermore, this N-terminus is predicted to be largely disordered. We also show that deletion of this peptide impairs assembly of TRAMP and has a specific effect on the accumulation of 3′ extended snoRNAs. We anticipate that the strain we generated will be an important tool in future characterization of TRAMP function.

## MATERIALS AND METHODS

### Plasmids

The yeast two-hybrid assays used plasmids pOBD2 and pOAD that were previously described (28). The yeast two-hybrid plasmids for Mtr4 (pAV745), *Mtr4-archless* (pAV746) and *Trf5–53–199* (pAV744) have been previously described as have the positive controls that contain *MEC3* and *RAD17* (29). Yeast two-hybrid plasmids with Trf5 residues 68–199 (pAV759), 83–199 (pAV760), 98–199 (pAV761), 118–199 (pAV766), 53–184 (pAV762), 53–169 (pAV763), 53–154 (pAV764), 53–139 (pAV767) and 53–124 (pAV768) were generated similarly to pAV744. Briefly, these regions of *TRF5* were PCR amplified with primers that contain PvuII and PstI sites, digested with those restriction enzymes and cloned into pOAD. The yeast two-hybrid plasmids with Trf5 residues 98–117 were generated by cloning oligonucleotides for this region into the PvuII and PstI sites of pOAD.

The Trf5-Δ98–117-TAP and Trf5-TAP plasmids are low copy (CEN) plasmids derived from pRS415 (30) with the endogenous TRF5 promoter driving expression of Trf5 or Trf5*-Δ98–117*. The *trf5-Δ98–117-TAP* plasmid (pAV854) was generated by ligation of three DNA fragments. The first fragment contained the promoter and 5′ end of *TRF5* and was generated by PCR with oligonucleotides oAV906 (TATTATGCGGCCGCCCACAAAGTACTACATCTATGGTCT) and oAV870 (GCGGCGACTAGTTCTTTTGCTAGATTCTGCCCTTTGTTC) and digestion with NotI and SpeI. The second fragment contained the 3′ end of *TRF5* and was generated by PCR with oligonucleotides oAV871 (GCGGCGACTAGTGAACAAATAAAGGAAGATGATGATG) and oAV869 (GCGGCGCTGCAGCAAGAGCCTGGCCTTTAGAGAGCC) and digestion with SpeI and PstI. The third fragment was pAV476 (31) digested with NotI and PstI. The *TRF5-TAP* plasmid (pAV885) was subsequently generated by replacing an XbaI to BstAPI fragment that contained the internal deletion with the corresponding wild-type sequence.

Cloning of full-length Mtr4^WT^ (pSJJ004) and Mtr4^archless^ (pSJJ009) expression constructs was performed previously (32). Additional truncated variants used in this study include Mtr4^Δ74^ (pSJJ012, comprising residues 75–1073), Mtr4^1–614^ (pSJJ014) and Mtr4^665–815^ (pSJJ020). Each of the Mtr4 constructs was cloned into a pET151/D-TOPO vector with a TEV protease-cleavable 6-His tag on the N-terminus.

### Yeast strains

Strain *trf4Δ/trf5Δ/pRS416-TRF4* has been previously described (*MATa, leu2-Δ0, ura3-Δ0, his3-Δ1, met15-Δ0, trf4Δ::NAT, trf5Δ::KAN*; 33). The *TRF5* and *trf5-Δ98–117* plasmids were introduced by transformation and selection on media lacking leucine. Transformants were then plated on media containing 5FOA to select for cells that had lost the pRS416-TRF4 plasmid. The r*rp44-exo^−^, rrp44-endo^−^* and *rrp6Δ::KAN* strains are isogenic to this strain and have been previously described (31). Yeast two-hybrid strains PJ69–4α and PJ69–4a have been previously described (28,34). They are MAT*α* and *MATa*, respectively, and in addition are both *trp1–901, leu2–3*,*112, ura3–52, his3–200, gal4Δ, gal80Δ, LYS2::GAL1-HIS3, GAL2-ADE2, met2::GAL7-lacZ.*

### Yeast two-hybrid assays

Yeast two-hybrid assays were carried out as previously described (29). Briefly, the *MTR4 TRP1* plasmids were transformed into PJ69–4α and the *TRF5 LEU2* plasmids were transformed into PJ69–4a. Transformants were crossed to each other and diploids that contain both plasmids were selected on SC-TRP-LEU. These diploids were then serially diluted and spotted on SC-TRP-LEU, SC-ADE and SC-HIS media.

### Co-purification assays

The purification of TAP-tagged proteins was done as previously described (22). Briefly, yeast cells were lysed by vortexing in the presence of glass beads and IP50 buffer (50 mM TRIS HCl pH7.5, 50 mM KCl, 2 mM MgCl_2_, 0.1% triton X100 and cOmplete EDTA-free protease inhibitors; Roche). The lysate was clarified by centrifugation and incubated with IgG Sepharose (GE Healthcare) for 2 h at 4°C. The beads were pelleted, washed twice with IP50 and twice with IP150 (same as IP50, except 150 mM KCl instead of 50 mM), before being mixed with Laemmli loading buffer. Western blot analysis used antibodies against protein A (Sigma), Mtr4 (Gift from Patrick Linder) and Pgk1 (Invitrogen).

### RNA analysis

RNA isolation and northern blotting was performed essentially as previously described (32). Quantitative reverse transcriptase-PCR (qRT-PCR) was carried out using the SYBR Green RNA-to-Ct 1-Step kit from Applied Biosystems as per the manufacturer's instructions with primers that were previously described (15). Transcriptome sequencing was performed by LC Sciences (Houston, TX, USA) on a HiSeq 2500. Briefly, poly(A)^+^ RNA was isolated from duplicate cultures of the *trf4Δ, trf5Δ* deletion strain carrying either the *TRF5* or *trf5-Δ98–117* plasmid and converted to a sequencing library. Each library was sequenced, yielding between 10 and 14 million 50 nt reads that were mapped to the annotated yeast genes (ftp://ftp.ensembl.org/pub/release-77/fasta/saccharomyces_cerevisiae/dna/) using Bowtie. Genes that were significantly up- or down-regulated in the *trf5-Δ98–117* mutant were identified using edgeR (35).

### Recombinant protein expression and purification

The expression and purification of Mtr4^WT^ and truncated Mtr4 proteins was carried out as performed previously (32). All proteins were recombinantly expressed in an *Escherichia coli* BL21-codon+-(DE3)-RIL cell line (Stratagene). Cell lysis was performed by lysozyme treatment and sonication of frozen cell pellets. Nickel affinity, Heparin affinity and Superdex 200 (GE) gel filtration was used to purify Mtr4 and truncated Mtr4 variants. Final purification buffer consisted of 50 mM HEPES (pH 7.5), 160 mM NaCl, 5% glycerol and 2 mM β-mercapto-ethanol.

### Fluorescence anisotropy

Binding analysis of Mtr4 to Trf5 and Air2 was carried out using fluorescence anisotropy. A Trf5 peptide comprising residues 98–124 with an N-terminal fluorescein label was purchased through the Keck lab at Yale University. Binding reactions were buffered in 50 mM HEPES (pH 7.5), 140 mM NaCl and 12% glycerol. Concentration of the fluorescently labeled peptide was held constant at 50 nM, with increasing concentrations of Mtr4. Mtr4 was incubated with the fluorescein-labeled Trf5 peptide for 30 min at 30°C prior to collection of fluorescence anisotropy data. Anisotropy was measured using a Synergy H4 Hybrid Multi-Mode Microplate Reader (BioTek) with an excitation at 485 ± 20 nm and an emission at 528 ± 20 nm (the appropriate filters for detection of fluorescein) at 30°C.

For Air2 binding studies, an Air2 peptide comprising residues 1–29 with an N-terminal fluorescein label was obtained from Dr. Joshua Price at Brigham Young University. Binding reactions were buffered in 50 mM HEPES (pH 7.5), 100 mM NaCl, 0.1 mg/ml bovine serum albumin and 12% glycerol. Concentration of the labeled Air2^1–29^ peptide was held constant at 80 nM and titrated with increasing concentrations of Mtr4. Samples were incubated for 3 min after each titration, as changes in anisotropy were not observed beyond this incubation time. Anisotropy at each titration point was measured 10 times and averaged. Anisotropy measurements were obtained using a steady-state-photon counting spectrofluorometer, PC1 with Vinci software, from ISS Instruments. Excitation and emission slits were adjusted to 0.5 nm and temperature was maintained at 25°C. The excitation wavelength was 495 nm and emission anisotropy was measured at 521 nm.

## RESULTS

### A conserved 20 amino acid peptide in the N-terminus of Trf5 is sufficient for Mtr4 interaction

The TRAMP complex was initially identified in a yeast two-hybrid screen for Mtr4 interacting proteins (6). All of the Trf5 clones identified included amino acid residues 53–199, suggesting that this part of Trf5 contains the Mtr4 interacting site. Bioinformatic analysis did not reveal any recognizable domains contained within this region, but PONDR (Predictor of Naturally Disordered Regions; http://www.pondr.com/index) suggested that this region was largely intrinsically disordered. Multiple sequence alignment showed that, similar to other intrinsically disordered regions, the sequence was generally poorly conserved, except for residues 98–117 of Trf5. As shown in Figure 1A and Supplementary Figure S1, this 20 amino acid region is conserved in yeast Trf4 and Trf5 proteins. Since small conserved motifs in intrinsically disordered regions are often protein–protein interaction motifs (reviewed in 36), we hypothesized that this may be a major Mtr4 interacting site.

**Figure 1.**
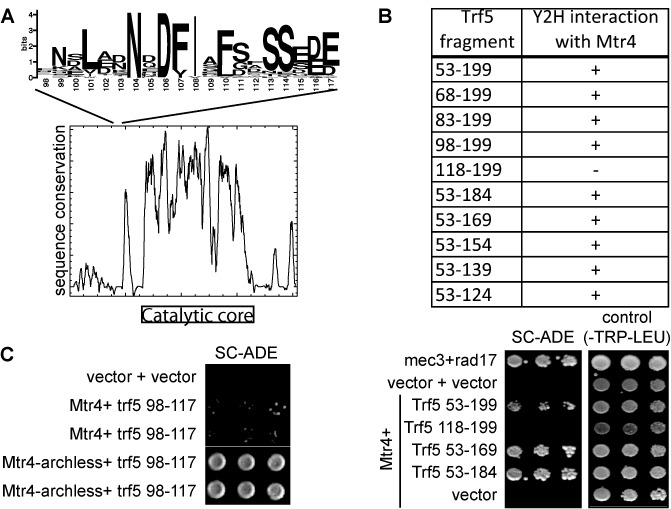
A conserved 20 amino acid peptide in the N-terminus of Trf5 is sufficient for Mtr4 interaction. (**A**) Sequences of Trf4 and Trf5 of 25 different yeast species were aligned, revealing limited sequence conservation outside the catalytic core. Highlighted above the graph is a conserved sequence motif in the otherwise poorly conserved N-terminus. The numbering below the motif (98–117) reflects the amino acid numbering in Trf5. (**B**) Yeast two-hybrid analysis identifies amino acids 98–117 of Trf5 as critical for interaction with Mtr4. The table summarizes the yeast two-hybrid assays performed. ‘+’ indicates growth on both SC-ADE and SC-HIS supplemented with 10 mM 3-AT. ‘-’ indicates a failure to interact. Representative results for some constructs are included below the table. Mec3 and Rad17 are known to interact with each other and were included as positive controls. (**C**) Yeast two-hybrid interaction indicates amino acids 98–117 of Trf5 are sufficient for interaction with Mtr4. Duplicate analyses are shown in C.

To test whether amino acids 98–117 are sufficient for a yeast two-hybrid interaction with Mtr4, we generated further truncations starting with the Trf5 53–199 fragment identified previously (6). Deleting 15, 30 or 45 amino acids from the N-terminus of the 53–199 region did not affect yeast two-hybrid interaction with Mtr4 (Figure 1B), suggesting the main interaction site was C-terminal of amino acid 98. In contrast, deleting 60 amino acids from the N-terminus abrogated the yeast two-hybrid interaction. In similar C-terminal deletions, deleting 15, 30, 45, 60 or 75 amino acids from the 53–199 region did not affect yeast two-hybrid interaction with Mtr4, suggesting the main interaction site was N-terminal of amino acid 124 (Figure 1B). Thus, these results are consistent with the conserved peptide of amino acid residues 98–117 forming a major Mtr4 interaction site.

To more directly test whether amino acids 98–117 of Trf5 form an Mtr4-interaction site, we cloned just these residues into a yeast two-hybrid vector. As shown in Figure 1C, this peptide indeed interacted with Mtr4. We and others have previously solved the crystal structure of Mtr4, which revealed that it consists of a core helicase fold shared with the Ski2-like family of RNA and DNA helicases and an arch domain that is present only in Mtr4, Ski2 and their orthologs (32,37). Deleting this arch domain did not disrupt the interaction with other TRAMP subunits (32,37). Similarly, the 98–117 peptide of Mtr4 interacts both with full-length and archless Mtr4 (Figure 1C). In fact, in the yeast two-hybrid analysis, the Mtr4-archless interaction with Trf5 98–117 allowed for more robust growth, as we have previously reported for the longer Trf5 53–199 fragment. These results identify an interaction of a small peptide in the unstructured N-terminus of Trf4/5 with the helicase core of Mtr4 that may be important for TRAMP complex assembly.

To test whether Trf5 residues 98–117 directly bind to purified recombinant Mtr4, we used fluorescence anisotropy. Figure 2A shows that indeed, a fluorescently labeled Trf5 peptide directly bound to recombinant Mtr4 with a *K_d_* of 10.7 μM. This binding was specific as no binding was observed of this peptide to purified recombinant Rrp47 (another exosome cofactor; data not shown). We further probed the Mtr4-Trf5 peptide interaction with truncated forms of Mtr4. An N-terminal truncation (Mtr4^Δ74^; Figure 2B), and an Mtr4 arch deletion (Mtr4^archless^; Figure 2C) both had binding affinities for the Trf5 peptide similar to full-length Mtr4. We conclude that the Trf5 peptide binds to the core region of Mtr4, consistent with a recent co-crystal structure (see Discussion; 38).

**Figure 2.**
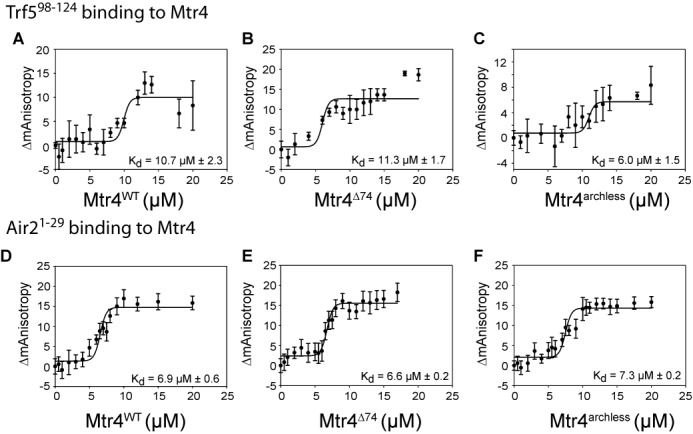
A conserved 20 amino acid peptide in the N-terminus of Trf5 interacts with the Mtr4 core *in vitro*. Shown is fluorescence anisotropy analysis of a Trf5 peptide binding to full-length recombinant Mtr4 (**A**), Mtr4 with the unstructured N-terminus deleted (**B**) or Mtr4 with the arch domain deleted (**C**). (**D–F**) Similar analyses for an Air2 peptide.

Although these fluorescence anisotropy data indicate that Trf5 residues 98–117 directly bind to Mtr4, the modest *K_d_* of 10.7 μM suggests other residues may also contribute. One candidate is the very N-terminus of the Air1/2 subunit, since previous co-immunoprecipitation experiments have implicated it in Mtr4 interaction (39). We tested a peptide corresponding to Air2 residues 1–29 for binding to Mtr4 by fluorescence anisotropy and observed an apparent *K*_d_ of ∼6.9 μM (Figure 2D). The Air2 peptide binds with similar affinity to an N-terminal truncation (Mtr4^Δ74^; Figure 2E) or an Mtr4 arch deletion (Mtr4^archless^; Figure 2F). Thus, while the Trf5–98–117 peptide can bind Mtr4, an Air1/2 peptide may also contribute to TRAMP complex assembly (see Discussion; 38,39).

### A 20 amino acid peptide in the N-terminus of Trf5 is important for TRAMP complex formation

Although the above analysis suggests two peptides mediate the interaction between Trf/Air and Mtr4, it does not address whether both are required. Since it has previously been shown that the Air N-terminal peptide is required for co-immunoprecipitating Mtr4, but not for viability (39), we focused on testing whether the Trf5 peptide is also important. Initially, we compared the binding of Mtr4 to either the Trf5 98–117 peptide or Trf5 deleted for this peptide by yeast two-hybrid analysis. Figure 3A shows that unlike Trf5 98–117, the Trf5 construct lacking 98–117 (Trf5-Δ98–117) fails to interact.

**Figure 3.**
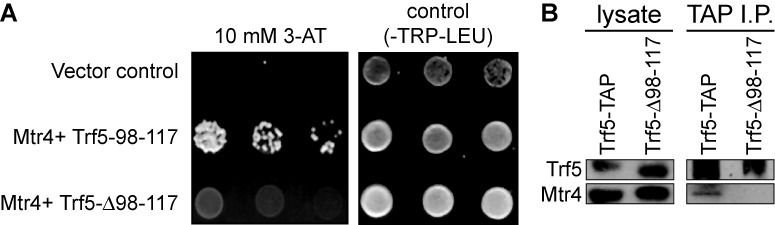
Amino acids 98–117 of Trf5 are required for interaction with Mtr4. (**A**) Trf5 98–117 interacts with Mtr4 in a yeast two-hybrid experiment, but Trf5-Δ98–117 does not. (**B**) Purification of full-length TAP-tagged Trf5 with IgG Sepharose results in co-purification of endogenous Mtr4, but this co-purification is disrupted by deleting amino acids 98–117.

Although a positive interaction in yeast two-hybrid analysis is often informative, the negative interaction between Trf5-Δ98–117 and Mtr4 is not definitive. We therefore sought to analyze whether residues 98–117 are indeed required for Mtr4 interaction in the endogenous TRAMP complex. To this end, we generated TAP-tagged versions of both full-length Trf5 and Trf5-Δ98–117 and expressed these in yeast from their endogenous promoters. The TAP-tagged Trf5 proteins were purified and tested for co-purification with endogenous Mtr4 by western blot with antibodies raised against Mtr4. As shown in Figure 3B, endogenous Mtr4 was readily detectable in the purification of full-length Trf5, but not in the purification of Trf5-Δ98–117. We conclude that residues 98–117 of Trf5 form a major interaction site for Mtr4, and that preventing this interaction impairs formation of TRAMP *in vivo*.

### The Mtr4/Trf interaction is not required for viability, but is required for specific TRAMP functions

To explore the role of assembly of Trf4/5 with Mtr4 in a stable TRAMP complex, we tested whether the *trf5-Δ98–117* plasmid could function as the sole source of Trf4/5 through a plasmid shuffle assay. Surprisingly, the *trf5-Δ98–117* allele fully complemented the lethality of a *trf4Δ, trf5Δ* strain (Figure 4A). Furthermore, the steady-state protein levels of *Trf5-Δ98–117* were similar to those for wild-type Trf5 (data not shown). We conclude that stable association with Mtr4 is not needed for protein stability or for the essential function of Trf4/5.

**Figure 4.**
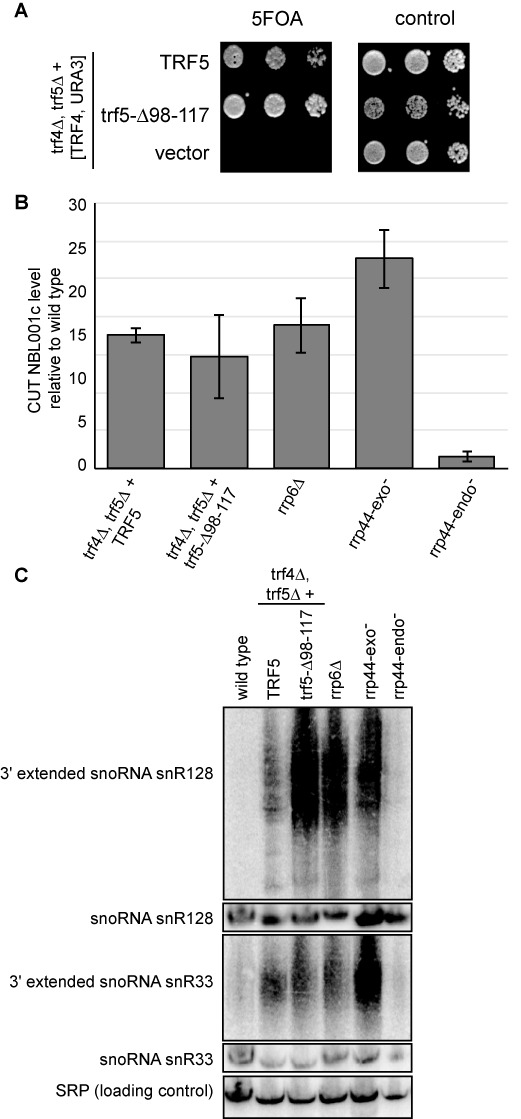
Disrupting stable TRAMP complex formation does not affect viability, but does result in some RNA processing defects. (**A**) The *trf5-Δ98–117* allele supports wild-type growth rates. A strain with deletions of both *TRF4* and *TRF5*, containing a wild-type *TRF4* gene on a *URA3* plasmid was transformed with *TRF5, trf5-Δ98–117* or empty *LEU2* plasmids. Transformants were serially diluted and spotted on 5FOA containing media or control SC-LEU media. Growth on 5FOA containing media indicates the *trf5-Δ98–117* allele is viable. (**B**) Steady-state levels of CUTs are not altered by interfering with assembly of a stable TRAMP complex. The level of CUTs was determined using qRT-PCR and is plotted relative to the level detected in a wild-type strain. The CUT levels are similar between the *TRF5* and *trf5-Δ98–117* strains. Similar results for two other CUTs not shown. (**C**) Steady-state levels of 3′ extended snoRNAs are increased by interfering with assembly of a stable TRAMP complex. Northern blots were probed with probes specific for the indicated species.

Having generated a strain impaired for TRAMP complex formation, we tested whether it affected specific TRAMP functions. As their name implies, cryptic unstable transcripts (CUTs) are not readily detectable in wild-type cells, but they accumulate in mutants impaired in TRAMP or exosome activity (15). TRAMP is thought to be responsible for both their polyadenylation and subsequent degradation. We therefore used qRT-PCR with gene-specific primers during the reverse transcription step such that defects in either polyadenylation or subsequent degradation would be detectable. As expected, we detected accumulation of several different CUTs in the absence of either the exoribonuclease activity of Rrp44 or Rrp6 (*rrp44-exo^−^* and *rrp6Δ*, respectively; Figure 4B; data not shown for other CUTs; 15,40). In contrast, a strain lacking the endonuclease activity of Rrp44 (*rrp44-endo^−^*) did not accumulate increased CUT levels. Similarly, as previously reported (15,41,42), we detected CUT accumulation in the absence of Trf4, that is in *trf4Δ, trf5Δ* complemented with a full-length Trf5 plasmid. Importantly, the CUT steady-state levels in the *trf4Δ, trf5Δ* strain complemented with a Trf5-Δ98–117 plasmid were similar to those in the same strain complemented with full-length Trf5. Therefore, impairing the Mtr4/Trf interaction does not affect the steady-state level of CUTs.

Mutations in TRAMP complex or exosome subunits have also been shown to result in 3′ extended and polyadenylated snoRNA species. Thus, we next examined the effect of *trf5-Δ98–117* on two representative snoRNAs, the C/D box snoRNA snR128 and the H/ACA snoRNA snR33. As previously reported (18,19,29,43), 3′ extended species were detectable by northern blotting in *rrp6Δ* and *rrp44-exo^−^* strains. These species are detected as smears, instead of discreet products, indicative of their polyadenylation. We did not detect an increase in these species in the *rrp44-endo^−^* mutant. These polyadenylated snoRNA species have also previously been reported in *trf4* mutants, and consistent with this, we detected them in a *trf4Δ, trf5Δ* double mutant complemented with a wild-type *TRF5* plasmid. However, these species were less abundant in this *trf4Δ, trf5Δ* [*TRF5*] strain than in the exonuclease strains. Importantly, the *trf4Δ, trf5Δ* strain complemented with the *trf5-Δ98–117* plasmid reproducibly accumulated more 3′ extended snoRNAs than the same strain complemented with the wild-type *TRF5* plasmid. As previously described for exosome mutants (18,19), the steady-state level of mature snoRNAs was not altered in the *trf5-Δ98–117* strain (Figure 4C; 18,19). Thus, impairing the Mtr4/Trf interaction interferes with normal processing or degradation of these 3′ extended snoRNA species.

To study the effects of disrupting the Trf5-Mtr4 interaction more globally, we also analyzed duplicate samples of the *TRF5* and *trf5-Δ98–117* strains by transcriptome sequencing of poly(A)^+^ RNA. This analysis revealed that the set of most significantly affected genes (false discovery rate (FDR) = 0.01) included 71 that were overexpressed in *trf5-Δ98–117* (Table 1) and only five that were down-regulated. 

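Poly(A)+ RNA was sequenced from 2 cultures of cells carrying the TRF5 plasmid and from 2 cultures carrying the trf5-Δ98–117 plasmid, which lacks residues 98 to 117 of Trf5. Both plasmids were held in trf4Δ, trf5Δ cells, so Trf5 was the only Trf protein of the TRAMP complex in every library. PAP2, the gene encoding Trf4, had 0 counts in all 4 libraries, as did URA3. The counts on TRF5 cover the whole gene, so the deletion itself cannot be seen in them. The paper's methods give a larger depth, the number of 50 nt reads sequenced per library. The values here rest on the reads that the deposited table assigns to named loci, 7685630 and 9606833 in the TRF5 libraries and 7536261 and 6115656 in the trf5-Δ98–117 libraries. The authors mapped reads with Bowtie and deposited, per locus and library, fragment counts of which 89.1% are whole numbers (tolerance 1e-09), together with FPKM values and a comparison of their own. Of 6660 loci in the table, 125 name no gene and were left out, and 460 name several genes, whose counts cannot be separated. Rounded counts of the 5845 loci kept by edgeR's expression filter were scaled by TMM and compared with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method and an FDR of 0.01 as the threshold. Values are given as CPM, the counts scaled to library size by edgeR, as mean and SD of the 2 libraries of a strain. The table counts whole loci, so it does not separate mature from 3′ extended snoRNA, and whether counting used the strand is not stated.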

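BDH2 had the largest decrease among the loci that passed the threshold, with a log2 fold change of -0.63 (standard error 0.05). The locus shared by YBL111C, YBL112C and YBL113C came next, at -0.62 (standard error 0.12), and did not pass without TRF5 replicate 2 (adjusted p = 0.0199, edgeR). SSF1, a ribosome biogenesis gene, had -0.60 (standard error 0.09), and RPA190, the largest subunit of RNA polymerase I, had -0.52 (standard error 0.05). Outside the lists of snoRNAs, nuclear rRNA and other stable non-coding RNAs, the largest increases were those of YLR154W-F at 4.34, YMR013W-A at 4.07 and YLR154W-E at 4.00. Of the 10 largest such increases, 7 were of loci whose interval also holds a snoRNA or rRNA gene, among them the tRNA locus tG(GCC)E. The mitochondrial 21S_rRNA, YNL034W and RRT5 were the others. In all, 296 loci were higher and 259 were lower in trf5-Δ98–117. These numbers depended on the test. DESeq2 gave 199 higher and 148 lower, the authors' p-values 86 and 8, and, chosen after the values were seen, limma on FPKM 78 and 0 and edgeR's test against a 1.5-fold change (glmTreat) 73 and 0. At an unadjusted p under 0.05, limma gave 193 lower and glmTreat 5. The increases were larger than the decreases, since 86 loci rose and 0 fell by more than 2-fold among those that passed, and 131 rose and 3 fell by more than 1.5-fold. Loci that passed had a median log2 fold change of 0.48 where higher and -0.29 where lower. Without trf5-Δ98–117 replicate 2, 435 loci were lower. In simulated libraries of this comparison, 39 of 50 loci changed by 1.5-fold and 46 of 50 changed by 2-fold were recovered, and 2 of 5645 unchanged loci were called. The simulation drew from the distribution that the test assumes, with the spread estimated here. It cannot show whether that spread is too small, so it does not decide between the numbers above.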

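snR67, a C/D box snoRNA on chromosome V from 61352 to 61433, had 2.59 ± 0.902 CPM (SD, n = 2) in TRF5 and 159 ± 17.7 CPM (SD, n = 2) in trf5-Δ98–117, a log2 fold change of 5.89. snR128, the C/D box snoRNA of the northern blots in Figure 4C, rose from 171 ± 1.99 to 848 ± 46.3 CPM (SD, n = 2 each), a log2 fold change of 2.31 (standard error 0.05, adjusted p = 5.45e-11 from edgeR's quasi-likelihood test). snR30, the most abundant snoRNA in the table, rose by the least of these, with a log2 fold change of 0.45 (standard error 0.02). Of 76 snoRNAs listed before the data were examined, 61 were named by a locus, and 59 loci holding them were tested. At the FDR of 0.01, 58 of these loci were higher, and 59 were higher when adjusted over the list alone. At this threshold 43 were higher by more than 2-fold. snR66 shares its locus with NME1, and snR41, snR51 and snR70 share another, so these values are not specific to one of them.

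**Figure D1:**
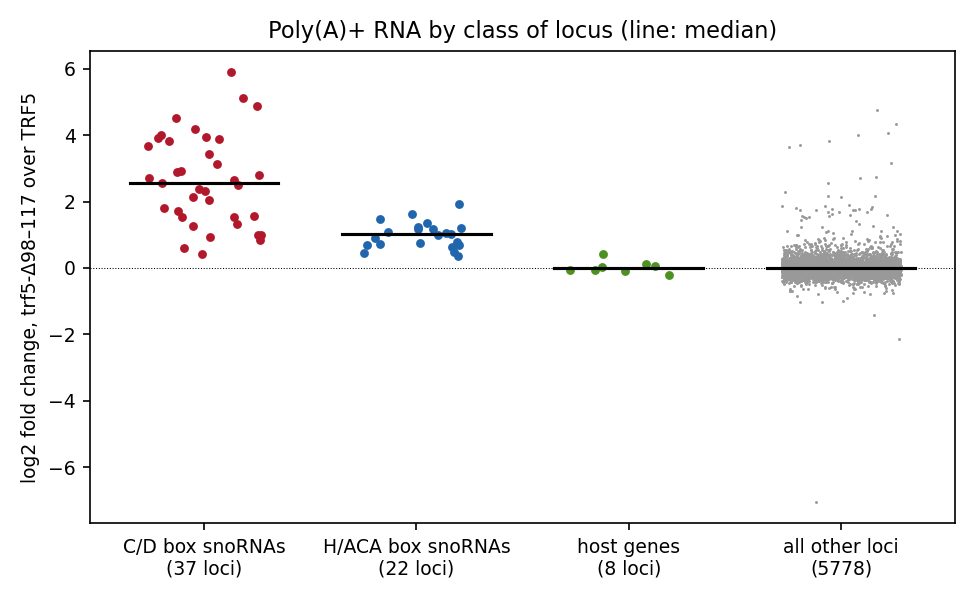
Log2 fold change in trf5-Δ98–117 over TRF5 (vertical axis) of each tested locus, by class, with a line at the median of each class. The 37 C/D box loci lie between 0.42 and 5.89 and the 22 H/ACA box loci between 0.35 and 1.92, and the 8 host genes between -0.21 and 0.42.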

The set of 71 overexpressed genes was predominated by known TRAMP substrates, including 43 snoRNA genes. 

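Among C/D box snoRNAs, snR40 had a log2 fold change of 3.66 (standard error 0.15) and snR47 of 2.04 (standard error 0.05). The TRF5 libraries differed for snR40, at 6.26 and 13.1 CPM. snR63 rose by 0.42 (standard error 0.06), the smallest change of a C/D box snoRNA. Among H/ACA box snoRNAs, snR85 had the largest log2 fold change, 1.92 (standard error 0.16), and snR37 rose by 1.17 (standard error 0.05). Of the 37 tested C/D box loci, 36 were higher in trf5-Δ98–117, or 37 when adjusted over the list alone. All 22 tested H/ACA box loci were higher, before and after adjustment over the list alone.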

The snoRNAs detected as RNA-seq hits included both C/D box and H/ACA box snoRNAs. snoRNAs are processed from primary transcripts in a variety of ways. 

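snR8 is an H/ACA box snoRNA on chromosome XV of the R64 build, from 832332 to 832521. Its level was 45.5 ± 5.11 CPM (SD, n = 2) in TRF5 and 93.5 ± 4.21 CPM (SD, n = 2) in trf5-Δ98–117, a log2 fold change of 1.03 (standard error 0.08, adjusted p = 2.73e-06 from edgeR's quasi-likelihood test). snR87 is a C/D box snoRNA on chromosome XI from 431030 to 431138. It rose from 12.7 ± 0.858 to 82.2 ± 15.2 CPM (SD, n = 2 each), a log2 fold change of 2.70 (standard error 0.14, adjusted p = 8.47e-08 from the same edgeR test). For both snoRNAs the difference between strains was larger than the spread between the libraries of a strain.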

Figure 5 shows examples of monocistronically encoded snoRNAs that are either only 3′ processed (snR8; Figure 5A) or, in addition, are 5′ processed by Rnt1 and Rat1 (snR87; Figure 5B). Also shown is an example of a snoRNA that is processed from a spliced intron (snR18; Figure 5C). 

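snR18 lies on chromosome I from 142367 to 142468, within EFB1, which spans 142174 to 143160. Its level was 2.50 ± 0.149 CPM (SD, n = 2) in TRF5 and 72.5 ± 10.0 CPM (SD, n = 2) in trf5-Δ98–117. The log2 fold change was 4.86 (standard error 0.17, adjusted p = 2.71e-09 from edgeR's quasi-likelihood test). EFB1 and snR18 have separate loci in the table, although both are given the same interval.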

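EFB1, which hosts snR18, had 911 ± 23.1 CPM (SD, n = 2) in TRF5 and 856 ± 97.4 CPM (SD, n = 2) in trf5-Δ98–117, and did not pass the test (log2 fold change -0.09, adjusted p = 0.358 from edgeR), although it was lower by -0.21 without trf5-Δ98–117 replicate 2 (adjusted p = 3.07e-05 from edgeR). TEF4, the host of snR38, had a log2 fold change of -0.06 while snR38 rose by 5.12. ASC1, the host of snR24, had 0.02 while snR24 rose by 4.19, and IMD4, the host of snR54, had -0.21 while snR54 rose by 2.39. Of 8 host genes, 7 did not pass the test. RPL7B, the host of snR59, was higher by 0.42 (standard error 0.08, adjusted p = 0.00341 from edgeR's quasi-likelihood test). Without TRF5 replicate 2 it did not pass and 0 host genes did, and without trf5-Δ98–117 replicate 1 the number that passed was 3. When adjusted over the list alone, 2 host genes were higher and 1 was lower. RPL7B and RPS22B each have another locus in the table, and these rose by 2.28 and 1.22. The annotated genes themselves hold snR59 and snR44, so snoRNA reads may be counted on either locus. The 2 RPL7B loci have fractional counts, such as 314.426 and 108.574 in TRF5 replicate 1, as when shared reads are split. The change of 0.42 is therefore that of a part of the RPL7B reads. For these 2 hosts the result depends on the locus used. Exons and introns are not counted apart in the table, so reads of the intron 3′ of a snoRNA could not be measured.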

For this and other intron-encoded snoRNAs there was a clear increase in reads that mapped to the snoRNA and the part of the intron that is 3′ of the snoRNA, but there was no effect on the flanking protein-coding exons. Similarly, other mRNAs (such as RPL11A; Figure 5E) were not affected. 

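RPL11A, on chromosome XVI from 731224 to 731748, encodes a protein of the large ribosomal subunit. It had 204 ± 2.79 CPM (SD, n = 2) in TRF5 and 215 ± 17.1 CPM (SD, n = 2) in trf5-Δ98–117. The log2 fold change of 0.07 (standard error 0.06) did not pass edgeR's quasi-likelihood test (adjusted p = 0.417). Without trf5-Δ98–117 replicate 2 it was higher, by 0.15 (adjusted p = 0.00309 from edgeR). Of 4937 tested protein-coding loci that name 1 gene, 188 were higher and 239 were lower.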

Finally, Figure 5D shows an example of seven snoRNAs (snR72–78) that are transcribed as one polycistronic precursor. 

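The snoRNAs snR78, snR77, snR76, snR75, snR74, snR73 and snR72 follow one another in this order on chromosome XIII between 297278 and 298651. snR76 rose from 3.65 ± 0.735 to 54.1 ± 10.1 CPM (SD, n = 2 each), a log2 fold change of 3.88 (standard error 0.19). snR75 and snR74, which had few counts in TRF5, rose by 3.90 (standard error 0.42) and 3.93 (standard error 0.40), and snR78 by 3.14 (standard error 0.15). snR77 and snR72, at the higher TRF5 levels of 37.3 ± 2.61 and 8.85 ± 0.898 CPM (SD, n = 2), rose by 1.33 (standard error 0.07) and 0.83 (standard error 0.18). snR73 has no locus under its own name. The locus named YMR013W-A has exactly the interval of snR73, from 298307 to 298412, and rose by 4.07 (standard error 0.13). All 6 loci named for these snoRNAs passed the FDR of 0.01 in edgeR's quasi-likelihood test, but snR72 did not without trf5-Δ98–117 replicate 1 (adjusted p = 0.0305, edgeR). The regions between the snoRNAs were not counted in the table.

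**Figure D2:**
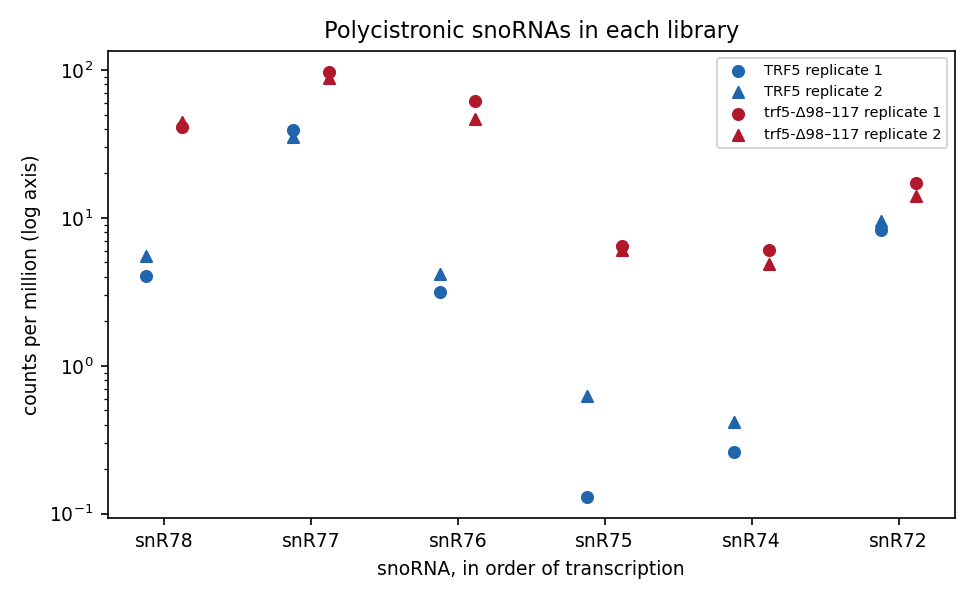
CPM on a log axis (vertical) for 6 of the snoRNAs, in their order along the transcript (horizontal), with a point for each of the 4 libraries. In each snoRNA both trf5-Δ98–117 libraries lie above both TRF5 libraries.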

For each snoRNA there is a clear increase in the read density for both the snoRNA and the region just 3′ of the mature snoRNA. 

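EFM3 ends 58 bp from the 3′ end of snR3 and rose by 0.94 (log2 fold change, standard error 0.05). LIN1, 67 bp from snR71, rose by 0.78 (standard error 0.05), and MMS2, 176 bp from snR10, by 0.67 (standard error 0.11). POP6, 115 bp from snR46, rose by 0.52, YOR040W, 27 bp from snR9, by 0.49, and ODC2, 73 bp from snR35, by 0.47. These 6 genes lie on the strand opposite their snoRNA, so that gene and snoRNA converge. YJL047C-A, which overlaps snR60, rose by 1.69 (standard error 0.05). All 7 were higher at the FDR of 0.01 in edgeR's quasi-likelihood test. EFM3 shares its locus with STR2 and YOR040W with CKB2, so these changes may belong to either gene. Of 27 protein-coding genes that come first on the opposite strand within 500 bp of a snoRNA's 3′ end, 14 were higher, against 178 of 4917 other protein-coding loci (Fisher's exact test, two-sided, p = 1.43e-13). The other loci each name 1 gene, while 7 of the 27 name several. With loci naming 1 gene on both sides, a comparison added after the values were seen, 10 of 20 were higher (Fisher's exact test, p = 6.71e-10). Of 21 that come first on the same strand within 500 bp, 6 were higher, against 182 of 4917 others (Fisher's exact test, two-sided, p = 9.46e-05). With loci naming 1 gene this was 6 of 20 (Fisher's exact test, p = 6.98e-05). It was 3 of 21 with DESeq2 (Fisher's exact test, p = 0.0099) and 1 of 21 with the authors' p-values (Fisher's exact test, p = 0.157). The 5′ side had more higher genes than the other loci as well, 5 of 27 nearest genes within 500 bp (Fisher's exact test, p = 0.00316, or 0.0138 with loci naming 1 gene) and 7 of 50 within 1000 bp (Fisher's exact test, p = 0.00266, or 0.00823). SFT1 and TRS31, named after their values were seen, had the largest same-strand changes, 1.78 at 398 bp from snR87 and 1.13 at 280 bp from snR13. Each of these 2 genes has another locus that did not pass, and the intervals given for their loci hold the snoRNA itself, so the changes may be those of snoRNA reads. A pair of comparisons was added after the values were seen. With the other locus of each gene that has more than 1, 4 of 21 same-strand genes were higher (Fisher's exact test, p = 0.00693). Many of the loci, those of the 6 convergent genes named above included, have an interval that also holds a snoRNA. Of loci within 500 bp whose interval holds no non-coding RNA gene, 1 of 10 on the same strand (Fisher's exact test, p = 0.286) and 3 of 8 on the opposite strand (p = 0.00179) were higher. On the 5′ side, 0 of 15 such loci within 500 bp and 2 of 33 within 1000 bp (Fisher's exact test, p = 0.299) were higher. Neighbouring genes are not independent replicates.

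**Figure D3:**
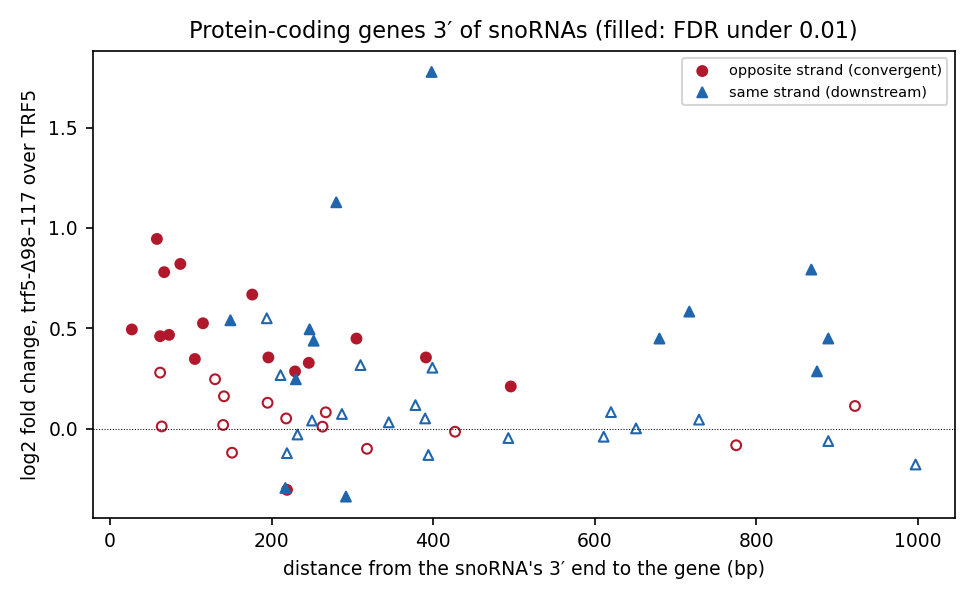
Log2 fold change in trf5-Δ98–117 over TRF5 (vertical axis) of the first protein-coding gene on each strand against its distance in bp from the 3′ end of the snoRNA (horizontal axis), with filled symbols for genes past the FDR of 0.01. Convergent genes past the threshold lie between 27 and 496 bp.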

Strikingly, among the other genes that were detected as overexpressed are seven genes that are just 3′ of one of the overexpressed snoRNA genes (Table 1). The inclusion of these genes in the RNA-seq hits is likely due to the presence of 3′ extended polyadenylated snoRNAs. All of these changes were clearly reproducible in the duplicate transcriptome sequencing samples (e.g. Supplementary Figure S2). Thus, no particular kind of snoRNA appeared to be overrepresented among the RNA-seq hits. 

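snR4 had 331 ± 6.71 CPM in TRF5 and 627 ± 8.82 CPM in trf5-Δ98–117 (SD, n = 2 each), and snR34 had 83.6 ± 0.811 and 213 ± 14.4 CPM (SD, n = 2 each). snR57, with few counts, had 2.16 ± 0.260 and 30.3 ± 10.2 CPM (SD, n = 2 each), the latter spread being a large part of its level. In 59 of 59 tested snoRNA loci, both trf5-Δ98–117 libraries lay above both TRF5 libraries, which chance gives for 16.7% of loci. The loci share the same 4 libraries and are not independent draws, so 1 difference between libraries could order them all alike. Across all tested loci the biological coefficient of variation between cultures of a strain was 5%. With 2 libraries per strain, the calls rest on a spread that edgeR shares across loci.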

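Intron-encoded snoRNAs had a median log2 fold change of 4.19, polycistronic snoRNAs of 3.03 and monocistronic snoRNAs of 1.17. The C/D box loci had a median of 2.54 and the H/ACA box loci of 1.02, a difference of 1.52 (permutation test of the class labels over loci, two-sided, 100000 resamples, p = 0.00069). Their TRF5 levels differed too, with medians of 8.85 CPM for C/D and 43.3 CPM for H/ACA loci, against 55.9 and 67.8 CPM in trf5-Δ98–117. The C/D loci include intron-encoded and polycistronic snoRNAs, such as snR18 and snR76, and monocistronic loci were not compared by box type. Box type and gene organization were therefore not told apart. Nearly every locus passed the FDR of 0.01, so the numbers that passed could not show a class standing apart. They gave p = 1 for the C/D against the H/ACA box loci (Fisher's exact test, two-sided). Of the other classes, 7 of 7 intron-encoded (adjusted p = 1), 13 of 14 polycistronic (adjusted p = 0.534) and 38 of 38 monocistronic loci passed (adjusted p = 0.534, Fisher's exact tests against the other snoRNAs). Where fewer loci passed, some classes differed. With the authors' p-values, 0 of 7 intron-encoded and 30 of 52 other loci passed (adjusted p = 0.0137, Fisher's exact test). These deposited p-values are not those of the paper's Table 1, which lists the intron-encoded snR18, snR24 and snR54 as hits. With glmTreat, chosen like limma on FPKM after the values were seen, 32 of 37 C/D and 10 of 22 H/ACA loci passed (Fisher's exact test, p = 0.0012). With limma on FPKM, these were 30 of 37 and 11 of 22 (Fisher's exact test, p = 0.0191), and 22 of 38 monocistronic and 19 of 21 other loci passed (adjusted p = 0.0495, Fisher's exact test). Loci are not independent replicates.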

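snR190, a C/D box snoRNA, was the 1 tested snoRNA locus that did not pass the FDR of 0.01, with a log2 fold change of 1.55 (standard error 0.38, adjusted p = 0.0144 from edgeR's quasi-likelihood test). It rose from 1.19 ± 0.351 to 3.36 ± 1.04 CPM (SD, n = 2 each). It passed without TRF5 replicate 1 (adjusted p = 0.00152, edgeR) and without trf5-Δ98–117 replicate 2 (adjusted p = 8.22e-04, edgeR). Among the other snoRNAs outside Table 1, snR55 rose by 4.01, snR53 by 2.91, snR62 by 1.70, snR49 by 0.48 and snR50 by 0.59, and each of these passed. A further 15 of the listed snoRNAs, snR10, snR11, snR17a, snR31, snR39B, snR43, snR45, snR48, snR58, snR60, snR64, snR73, snR86, snR161 and snR191, are named by no locus, so they have no value here. The interval of the locus named IRC13 holds snR17a, and that locus rose by 2.70 (standard error 0.15).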

Although 23 other snoRNAs were not in the list of hits at the 0.01 FDR, most of these were significantly up-regulated at reduced stringency (*P*-values 0.004 to 0.05), and these snoRNAs also were not enriched for any particular kind of snoRNA. This set of snoRNAs detected as up-regulated at reduced stringency included snR33, which we had arbitrarily chosen to analyze by northern blot (Figure 4C; *P* < 0.004 for snR33). 

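snR33 is an H/ACA box snoRNA on chromosome III from 142364 to 142546. It rose from 41.2 ± 0.876 CPM (SD, n = 2) in TRF5 to 52.5 ± 0.775 CPM (SD, n = 2) in trf5-Δ98–117, a log2 fold change of 0.35 (standard error 0.07), the smallest of the H/ACA box loci. Its p-value from edgeR's quasi-likelihood test was 6.04e-04 before and 0.00696 after adjustment. It no longer passed without either TRF5 library, at adjusted p-values of 0.0243 and 0.0136 from edgeR. The authors' deposited table gives it a p-value of 0.0413.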

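SCR1, the RNA of the signal recognition particle, lies on chromosome V from 441987 to 442508 and rose from 10.1 ± 1.60 to 277 ± 18.0 CPM (SD, n = 2 each). Its log2 fold change was 4.76 (standard error 0.08, adjusted p = 7.18e-12 from edgeR's quasi-likelihood test). RPR1, the RNA of RNase P, rose by 3.81 (standard error 0.28) and by 2.55 on its other locus, snR6, the U6 snRNA, by 3.63 (standard error 0.24) and snR19, the U1 snRNA, by 3.15 (standard error 0.15). NME1, the RNA of RNase MRP, rose by 2.81 (standard error 0.06) on the locus it shares with snR66. All 5 passed the FDR of 0.01. Of 9 tested loci of stable non-coding RNAs other than snoRNAs, rRNA and tRNA, 8 were higher. These included snR14, the U4 snRNA, at 1.74 (standard error 0.35; adjusted p = 0.0144 from edgeR without trf5-Δ98–117 replicate 1), LSR1, the U2 snRNA, at 1.62 (standard error 0.12), with 0.13 on its other locus (adjusted p = 0.847, edgeR), and TLC1, the telomerase RNA, at 0.25 (standard error 0.05). snR7-L, the U5 snRNA, rose by 0.60 but did not pass (adjusted p = 0.109, edgeR). The nuclear rRNA loci in the table hold 0 counts in every library.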

Finally, the RNA-seq hits included six other non-coding RNA loci that have previously been shown to be TRAMP and/or RNA exosome substrates (rRNA, U1 and U6 snRNA and the RNA subunits of the signal recognition particle, RNase P and RNase MRP; 18–20,33). These hits include RNAs transcribed by RNA polymerase I, II and III. Thus, poly(A)^+^ transcriptome sequencing data confirmed and extended our northern blot analysis. 

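The genes YLR154W-E and YLR154W-F lie within the ribosomal DNA transcribed by RNA polymerase I. YLR154W-E rose from 159 ± 3.11 to 2552 ± 39.7 CPM (SD, n = 2 each; adjusted p = 5.60e-15 from edgeR's quasi-likelihood test), and YLR154W-F from 9.01 ± 1.86 to 185 ± 10.5 CPM (SD, n = 2 each). Both loci are given an interval that also holds rRNA genes, so reads from rRNA and from these genes cannot be told apart in the table. Of RNAs made by RNA polymerase III, RPR1 had 1.56 ± 0.739 CPM in TRF5 and 21.2 ± 4.04 CPM in trf5-Δ98–117, and snR6 had 1.69 ± 0.552 and 21.5 ± 2.44 CPM (SD, n = 2 each). Of those made by RNA polymerase II, snR19 had 4.46 ± 0.771 and 40.3 ± 1.17 CPM (SD, n = 2 each). The tRNA genes gave 5 tested loci, of which 3 were higher. The largest of these changes was on the locus named tG(GCC)E, at 3.69 (standard error 0.08), whose interval also holds snR67 and snR53.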

Overall, the RNA analyses of the *trf5-Δ98–117* strain indicate that many polyadenylated TRAMP substrates accumulate if Mtr4/Trf interaction is disrupted.

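Genes of TRAMP and of the exosome were compared beside the substrates. Of 17 such genes, 4 were lower, MTR4 with a log2 fold change of -0.44, DIS3 of -0.38, TRF5 of -0.36 and RRP42 of -0.31. TRF5 is carried by the plasmid alone, and the plasmid's marker LEU2 was lower too. LEU2 changed by -0.23 (adjusted p = 0.00166 in edgeR's quasi-likelihood test, but 0.0797 in its exact test). A change of TRF5 expression therefore cannot be told from one of the plasmid. The paper reports, without showing the data, that the protein levels of both Trf5 forms were similar. RRP42 did not pass without TRF5 replicate 1 or without trf5-Δ98–117 replicate 1 (adjusted p = 0.0171 and 0.0129, edgeR). When adjusted over the list alone, RRP6 (-0.19, adjusted p = 0.0202 over all loci, edgeR) was lower too. AIR1 and AIR2, which encode the zinc knuckle subunits, had -0.04 and 0.11 and did not pass. Without trf5-Δ98–117 replicate 1, RRP6 passed over all loci (adjusted p = 0.00758, edgeR). NAB2, which encodes a poly(A)-binding protein and is on the list of snoRNA processing factors, was higher by 0.66 (standard error 0.05). With a preset correlation between genes, camera placed the C/D (adjusted p = 1.47e-54) and H/ACA (adjusted p = 1.15e-27) box snoRNAs and the other stable non-coding RNAs (adjusted p = 3.86e-15) above the other loci, over 22 lists tested. With an estimated correlation none of the 22 lists passed, these having adjusted p-values of 0.146, 0.170 and 0.146 in that order. In that form camera takes its degrees of freedom from the 4 libraries, which are few, so not passing decides little. The estimated correlations of these 3 lists were 0.25, 0.45 and 0.15, against the preset 0.01. The p-values of the preset form may therefore be too small, and passing it decides little as well. The paper states that its RNA analyses indicate an accumulation of many polyadenylated TRAMP substrates if the interaction of Mtr4 with Trf is disrupted.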

**Figure 5.**
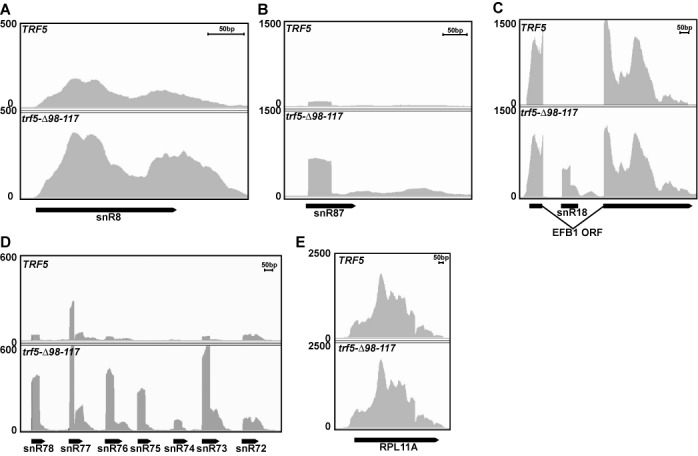
Disrupting stable TRAMP complex result in RNA processing defects of many snoRNAs. Poly(A)^+^ RNA from duplicate cultures of strains that express either wild-type Trf5 (top panels) or Trf5-Δ98–117 (bottom panels) were subjected to RNA seq. Results from only one culture of each are shown. (**A**) Results are shown for snR8, a monocistronically encoded H/ACA snoRNA that is not 5′ processed. (**B**) Results are shown for snR87, a monocistronically encoded C/D box snoRNA that is 5′ processed by Rnt1 and Rat1. (**C**) Results are shown for snR18, a C/D box snoRNA that is processed from the intron spliced out of the *EFB1* pre-mRNA. (**D**) Results are shown for snR72–78, a cluster of polycistronically encoded C/D box snoRNAs. These snoRNAs are separated from each other by Rnt1 and then further 5′- and 3′-end processed. (**E**) Results are shown for a representative mRNA (*RPL11A*). The peak covering the first 50 bp of snR87, 18 and 72–78 is explained by the 5′ monophosphate end of these snoRNAs being ligated to linkers during library preparation, combined with a 50-nt sequencing read length.

**Table 1.** Genes identified by poly(A)+ transcriptome sequencing as overexpressed in *trf5-*Δ*98–117*

Gene	Fold-change (log2)	*P*-value	FDR	Comments
RDN58	4.3	4.5E-126	1.6E-122	rRNA
YLR154W-E	4.1	6.7E-107	1.4E-103	overlaps with rRNA
SCR1	4.6	8.6E-056	1.3E-52	RNA component of SRP
snR128	2.3	2.7E-043	3.3E-40	C/D snoRNA
RDN5	2.5	1.0E-040	9.2E-38	rRNA
YLR154W-F	3.0	8.6E-037	6.5E-34	overlaps with rRNA
snR67	5.1	6.1E-028	4.1E-25	C/D snoRNA
RDN25	2.0	9.7E-028	5.4E-25	rRNA
snR40	4.2	7.9E-025	4.0E-22	C/D snoRNA
snR6	5.1	8.1E-024	3.8E-21	u6 snRNA
snR76	3.9	4.6E-020	2.0E-17	C/D snoRNA
RDN18	1.9	1.6E-019	6.3E-17	rRNA
snR87	2.9	1.2E-016	4.1E-14	C/D snoRNA
snR66	2.4	6.5E-016	2.1E-13	C/D snoRNA
snR18	4.1	6.6E-016	2.1E-13	C/D snoRNA
snR24	4.6	1.6E-012	4.9E-10	C/D snoRNA
snR34	1.5	8.7E-012	2.4E-09	H/ACA snoRNA
snR60	1.7	8.9E-012	2.4E-09	C/D snoRNA
EFM3	1.5	9.5E-012	2.4E-09	just 3′ of H/ACA snoRNA snR3
snR71	2.6	9.6E-012	2.4E-09	C/D snoRNA
snR17b	3.0	1.6E-011	3.9E-09	U3 snoRNA
YGR161C-D	1.2	5.9E-011	1.4E-08	TY1 transposon
snR3	1.5	2.7E-010	6.1E-08	H/ACA snoRNA
snR37	1.2	4.3E-010	9.2E-08	H/ACA snoRNA
snR77	1.4	1.2E-009	2.4E-07	C/D snoRNA
snR57	3.1	2.3E-009	4.7E-07	C/D snoRNA
snR56	1.1	6.3E-009	1.2E-06	C/D snoRNA
snR68	3.0	6.4E-009	1.2E-06	C/D snoRNA
snR52	3.6	7.1E-009	1.3E-06	C/D snoRNA
YJL047C-A	1.6	9.5E-009	1.7E-06	overlaps with C/D snoRNA snR60
snR73	4.2	1.1E-008	2.0E-06	C/D snoRNA
snR64	1.4	1.4E-008	2.3E-06	C/D snoRNA
snR61	2.5	1.8E-008	2.9E-06	C/D snoRNA
snR47	1.8	4.9E-008	7.6E-06	C/D snoRNA
snR45	1.7	5.6E-008	8.5E-06	C/D snoRNA
snR10	0.9	6.3E-008	9.2E-06	H/ACA snoRNA
RPR1	4.1	1.1E-007	1.5E-05	RNA component of RNase P
snR85	3.3	1.2E-007	1.7E-05	H/ACA snoRNA
YOL157C	2.0	1.3E-007	1.8E-05	
NME1	3.7	3.5E-007	4.7E-05	RNA component of RNase MRP;
snR13	1.3	4.1E-007	5.3E-05	C/D snoRNA
snR46	1.1	5.6E-007	7.2E-05	H/ACA snoRNA
snR82	1.3	6.0E-007	7.5E-05	H/ACA snoRNA
snR48	4.5	8.4E-007	1.0E-04	C/D snoRNA
snR32	0.9	1.9E-006	2.2E-04	H/ACA snoRNA
snR74	4.5	2.3E-006	2.7E-04	C/D snoRNA
snR35	1.2	2.8E-006	3.2E-04	H/ACA snoRNA
YOR040W	1.5	3.6E-006	4.1E-04	just 3′ of H/ACA snoRNA snr9
snR9	1.1	6.4E-006	7.0E-04	H/ACA snoRNA
LIN1	0.8	1.1E-005	1.2E-03	just 3′ of C/D snoRNA snr71
RDN37	1.9	1.4E-005	1.5E-03	rRNA
snR51	1.4	1.6E-005	1.7E-03	C/D snoRNA
YOR343W-A	3.1	1.8E-005	1.8E-03	TY2 transposon
PRP31	1.4	1.8E-005	1.8E-03	
snR54	3.1	2.5E-005	2.4E-03	C/D snoRNA
snR78	3.9	2.5E-005	2.4E-03	C/D snoRNA
BDF2	0.8	2.8E-005	2.6E-03	
snR42	1.0	2.8E-005	2.6E-03	H/ACA snoRNA
snR80	1.3	2.9E-005	2.7E-03	H/ACA snoRNA
MMS2	1.2	3.0E-005	2.7E-03	just 3′ of H/ACA snoRNA snr10
POP6	1.1	3.0E-005	2.7E-03	just 3′ of H/ACA snoRNA snr46
snR4	0.8	4.5E-005	3.9E-03	C/D snoRNA
snR19	2.8	4.6E-005	4.0E-03	U1 snRNA
YIL082W-A	8.5	5.7E-005	4.8E-03	TY3 transposon
snR69	3.1	5.8E-005	4.8E-03	C/D snoRNA
snR8	1.2	1.0E-004	0.008	H/ACA snoRNA
YPL222C-A	6.3	1.1E-004	0.008	dubious ORF
YGR161C-C	8.2	1.1E-004	0.008	TY1 transposon
YDR316W-A	8.2	1.1E-004	0.008	TY1 transposon
snR58	2.5	1.1E-004	0.008	C/D snoRNA
ODC2	0.8	1.2E-004	0.009	just 3′ of H/ACA snoRNA snr35

## DISCUSSION

Based on our new and previously published results we conclude that the TRAMP complex is composed of two well-folded catalytic cores that are brought together by two short peptide motifs. The majority of Mtr4 is well folded and forms an RNA-dependent ATPase core (32,37), while the polyadenylation catalytic core is assembled from well-folded domains of the Trf4/5 and Air1/2 subunits (44). In addition to these well-folded domains, each TRAMP subunit appears to have intrinsically disordered regions that function to mediate protein–protein interactions. Specifically, the N-termini of both Trf4/5 and Air1/2 contain small peptides that directly interact with Mtr4 (Figure 2; 38). Deletion of either one of these peptides impairs TRAMP complex formation such that Mtr4 is no longer immunoprecipitated with the Trf or Air subunit (Figure 3; 38,39). *In vitro*, each of these peptides establish a relatively low affinity interaction but combine for a high affinity interaction between the cores (38). We suspect that deleting one of the interaction sites eliminates formation of a stable TRAMP complex *in vivo*, since we and others have not been able to detect any TRAMP complex under such conditions (Figure 3; 38,39). However, we cannot exclude that a less stable or transient interaction mediated through the other peptide occurs in each of these experiments. In addition to these peptide motifs that mediate TRAMP complex assembly, the Mtr4 N-terminus contains a small motif that mediates interaction with the exosome cofactors Rrp6 and Rrp47 (45), the C-terminus of Trf4 contains a small motif that mediates interaction with Nrd1 (46), and the C-termini of Trf5, Air1, and Air2 contain short conserved motifs that may mediate interactions with additional factors (Supplementary Figure S1 and unpublished observations). Whether all of these interactions occur simultaneously or whether TRAMP dynamically associates with these factors remains to be determined.

While we were preparing this manuscript, Falk *et al.* independently identified similar Trf4 and Air2 regions that can directly interact with Mtr4 (38). Specifically, they showed that a complex of recombinant Trf4 and Air2 that contained either one of the peptide motifs interacted with Mtr4 with affinities very similar to those we determined. The agreement is remarkable considering the difference in methods (isothermal titration calorimetry/ITC versus fluorescence anisotropy), Mtr4 construct (Mtr4-ΔN80 and Mtr4-ΔN74) and Trf/Air binding partner (dimeric protein complexes versus isolated peptides). Furthermore, both the ITC and anisotropy measurements suggest that neither the N-terminus nor the arch domain of Mtr4 is required for these interactions. Overall, the *in vitro* data presented here and by Falk *et al.* suggest that the two peptides make equivalent contributions to TRAMP assembly.

The Falk *et al.* paper also presented a crystal structure of a Trf4-Air2 fusion peptide bound to Mtr4 (38). In this structure, Air2 residues 5–18 bind to the fist domain of Mtr4 (which is part of the arch domain). However, we detected no significant binding of Air2 residues 1–29 to the isolated fist domain in solution (Supplementary Figure S3), and both Falk *et al.* and our data show that Air2 binds with equal affinity to full-length and archless Mtr4 in solution, suggesting that the interactions with the fist do not make critical contributions to TRAMP assembly. Furthermore, the Falk *et al.* structure indicates that Air2 residues 1–29 make additional contacts with the helical bundle (also named ratchet) domain of Mtr4, but not the RecA domains, while our data indicate that the RecA domains of Mtr4 are sufficient for binding of Air2 residues 1–29 in solution (Supplementary Figure S3). Thus, the solution binding assays and crystal structure do not fully agree on the binding site on Mtr4 for Air2. One explanation for the discrepancy between the solution binding assays and crystal structure is that the interactions observed in the crystal structure may be influenced by the artificial tethering of the Air2 and Trf4 peptides that was needed to facilitate crystallization (38). Additional biochemical and structural characterization will be needed to fully define the Air2-Mtr4 interface. Importantly, our studies and the published crystal structure agree on the critical region in Trf4/5 that mediates Mtr4 interaction.

By deleting residues 98–117 of Trf5, we show that impairing TRAMP complex formation does not result in an obvious growth defect. Falk *et al.* showed that mutating residues in Mtr4-GFP residues critical for Trf4/5 interaction caused a slow growth phenotype (38). There are at least two explanations that can unite these observations. First, as discussed by Falk *et al.*, it is possible that the Mtr4 residues that interact with Trf4/5 are also important for some other aspect of Mtr4 function. Alternatively, it is possible that disrupting the Mtr4-Tr4/5 interaction is tolerated in a wild-type Mtr4 strain but not in an Mtr4-GFP strain. Consistent with this latter possibility is the observation that some other mutations in Mtr4 that have no growth phenotype in a wild-type Mtr4 strain, cause slow growth in the Mtr4-GFP strain (45). In either case, our results show that the Mtr4/Trf interaction is not required for viability. Both northern blot and transcriptome sequencing indicates that this strain has a defect in snoRNA processing and some other TRAMP functions. 

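Loci named for snoRNAs took 0.439% and 0.444% of the counts in the TRF5 libraries and 0.965% and 0.926% in the trf5-Δ98–117 libraries. snR30 made up a large part of this, and without it the shares were 0.238% and 0.245% in TRF5 and 0.687% and 0.654% in trf5-Δ98–117. The counts cover whole loci, so the part that was 3′ extended was not measured.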

Most, if not all, snoRNAs accumulate as 3′ extended species in the poly(A)^+^ fraction. This suggests that these RNAs can still be polyadenylated by Trf5 but then fail to be degraded by the exosome. The simplest interpretation appears to be that stable TRAMP complex assembly is required to efficiently hand off substrates from the Trf subunit to the Mtr4 subunit and subsequently to the exosome. However, many alternative explanations cannot be excluded. For example, it has been shown that Mtr4 can modify the *in vitro* activity of Trf4 and *vice versa* (21,47), and thus impairing the interaction between Mtr4 and Trf4/5 may have effects beyond simply handing off substrates.

Our initial sequence analysis identified residues 98–117 to be conserved in orthologs of Trf4 and Trf5 from other yeast species, but conservation in other species was not readily detectable. However, it is notable that a multiple sequence alignment of PAPD5/hTFR4 orthologs from vertebrates also identifies a small conserved region in an otherwise poorly conserved N-terminus. The conserved sequence in vertebrates (EQxDFi/lP) is similar to the sequence conserved in yeast (d/nNxDFIxf/l). We therefore suspect that the interaction we describe between the yeast proteins is conserved in animals, even though standard sequence analysis tools fail to detect sequence conservation.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Interaction between the RNA-dependent ATPase and poly(A) polymerase subunits of the TRAMP complex is mediated by short peptides and important for snoRNA processing
**Source:** Nucleic Acids Res. 2015 Jan 14;43(3):1848–58. doi: 10.1093/nar/gkv005
**Supplement:** SUPPLEMENTARY DATA

Interaction between the RNA-dependent ATPase and poly(A) polymerase subunits of the TRAMP complex is mediated by short peptides and important for snoRNA processing — SUPPLEMENTARY DATA 

# Interaction between the RNA-dependent ATPase and poly(A) polymerase subunits of the TRAMP complex is mediated by short peptides and important for snoRNA processing

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

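Poly(A)+ RNA of 2 cultures with the TRF5 plasmid and 2 cultures with the trf5-Δ98–117 plasmid, all in trf4Δ, trf5Δ cells, was sequenced by the authors. The authors' notes name Bowtie, RSEM and edgeR without versions, and the paper names Bowtie and edgeR. The deposited table has the layout of a Cuffdiff output, a program that neither source names. As deposited, the table gives for each locus and library an expected count of fragments, which the authors assigned to loci without normalization, reads shared between loci being split. The FPKM values, as deposited, were made by the authors' program from fragments, locus length and library size, and how these were set is not stated. The log2 fold changes in the file are, per the file headers and the values, the binary logarithm of the ratio of the authors' mean FPKM of the strains. The p-values and q-values in the file were made by the authors' program, the q-values being adjusted over loci, and the smallest p-value is 5e-05.

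Of 6660 loci, 6075 name 1 gene, 460 name several and 125 name none. Of those naming 1 gene, 5315 were matched to the R64 annotation, and 3411 of these have exactly the annotated interval. In all, 141 gene names stand on more than 1 locus, and for such a gene the locus with the highest mean count was used, the other being named where it is reported. Loci naming no gene were left out. They held 0.070% to 0.090% of the counts of a library. Counts were rounded to whole numbers, loci were kept by edgeR's filterByExpr, and 5845 loci were tested with glmQLFit and glmQLFTest after TMM scaling. The TMM factors lay between 0.9976 and 1.004, and the median log2 fold change of all loci was 0.0034. Libraries were grouped by plasmid, with no block for replicate number. Values of single genes carry the SD of 2 libraries or the standard error from the fit.

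Lists of genes were fixed before the data were examined. They cover C/D and H/ACA box snoRNAs, intron-encoded and polycistronic snoRNAs, host genes, other stable non-coding RNAs, rRNA, tRNA, regulatory non-coding RNAs, genes just 3′ of snoRNAs named in Table 1, TRAMP and exosome genes, snoRNA processing factors, snoRNP proteins, termination factors and mRNAs of the Nrd1 pathway, ribosomal proteins, ribosome biogenesis, environmental stress, Gcn4, iron and phosphate targets, a- and alpha-specific genes, Ty genes, mitochondrially encoded genes and strain markers. Lists with at least 5 tested loci, 22 in all, were tested with camera at a preset correlation of 0.01 and with fry, at an adjusted p of 0.05. Shares of snoRNA classes and of genes beside snoRNAs were compared with Fisher's exact test, and medians with permutation tests of 100000 resamples. The gene beside a snoRNA was the first annotated feature on a strand within 500 bp of its 3′ end, kept where it is protein-coding.

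Alternatives were the exact and likelihood ratio tests of edgeR, DESeq2, other scalings, no filter, an FDR of 0.05, a block for replicate number, leaving out each library, the authors' p-values adjusted over the loci tested here, distances of 250 and 1000 bp, and the opposite strand. Alternatives added after the values were seen were a test against a 1.5-fold change (glmTreat), loci that name no gene, loci naming 1 gene (also for both sides of the comparison of genes beside snoRNAs), for genes beside snoRNAs the loci whose interval holds no non-coding RNA gene and the other locus of genes on more than 1 locus, and limma on the authors' FPKM. The procedure was tested on simulated data, in which 48 of 50 loci changed by 4-fold and 49 of 50 changed by 8-fold were recovered. These data were drawn from the model that the test assumes, with the spread of this fit, and cannot test that spread. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The table of loci that the authors marked significant repeats loci of the main table and was not used. Read coverage along genes, northern blots and qRT-PCR were not analysed here.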

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

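The tests on carried-over RNA and on the ribosome biogenesis genes were chosen after the result was seen, and the tests on genes beside snoRNAs were set before theirs, except that the interval of the correlation, the exact test and the wider distances on the 5′ side and the counts of loci whose interval holds a non-coding RNA gene were added afterwards.

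The results here are changes between the strains past the FDR of 0.01 in edgeR's quasi-likelihood test. The paper does not discuss these genes, apart from 6 convergent genes in its Table 1 and the rise of snoRNAs, its own result, weighed below. On other mRNAs it states that they were unaffected, with RPL11A as its example. 21S_rRNA, a mitochondrial RNA, rose by 2.18 on the log2 scale, and 3 of 3 tested mitochondrially encoded loci were higher. Of 92 tested loci that name no gene, 11 were higher and 1 was lower. Of 50 ribosome biogenesis genes 21 were lower, of 30 stress-induced genes 14 were lower, and of 17 TRAMP and exosome genes 4 were lower, among them TRF5 on its plasmid, whose marker LEU2 was lower too. Of 138 ribosomal protein genes 21 were higher, of 31 Gcn4 targets 8 were higher, and of 20 iron regulon genes 4 were higher.

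Of 21 protein-coding genes that converge on a snoRNA within 250 bp of its 3′ end, 12 were higher. If reads of 3′ extended snoRNAs were counted on these genes, the rise should follow the gain in snoRNA reads relative to the reads of the gene. Over 25 genes the Spearman correlation was -0.11 (permutation test, p = 0.612), with an interval from -0.51 to 0.31 that leaves a moderate positive relation open. By the bound set before, a correlation at or below 0.2 with a p of 0.05 or more, this value argues against counted snoRNA reads, and the explanation is left open only because the interval, added afterwards, reaches past that bound. A rise of the whole neighbourhood of a snoRNA is left open as well. Genes within 250 bp of the 5′ end had a median of 0.54, which met the bound set before, but these were 4 genes between -0.36 and 0.87, of which 1 was higher and 1 lower (exact permutation test against the convergent genes, p = 0.274). The wider distances do not decide. The medians of the 5′ side and of the convergent genes were 0.13 and 0.28 within 500 bp and 0.086 and 0.25 within 1000 bp. That bound would not be met there, though only narrowly within 500 bp, and no test of these differences is given. Yet 5 of 27 genes on the 5′ side within 500 bp and 7 of 50 within 1000 bp were higher (Fisher's exact test against other loci, p = 0.00316 and 0.00266). With no non-coding RNA gene in the interval, 0 of 15 on the 5′ side within 500 bp and 2 of 33 within 1000 bp were higher (Fisher's exact test for the latter, p = 0.299). The intervals of 17 of the 21 convergent loci, 10 of them higher, also hold a non-coding RNA gene. Of the convergent loci without one, 2 of 4 were higher (Fisher's exact test against other loci, p = 0.00633), which are few. Whether reads were counted by strand is not stated. No biological explanation was tested.

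The rise of snoRNAs and mitochondrial RNAs in poly(A)+ libraries may also come from mature RNA without tails carried over into the trf5-Δ98–117 libraries. Mature snoRNAs end at their 3′ end, and the convergent genes within 250 bp had a median log2 fold change of 0.33, against 0.00 for other protein-coding loci (permutation test, p = 1e-05, the smallest that 100000 resamples can give). By the bound written for this test the difference would argue against carry-over, but it was not taken so, a rule added after the values were seen, because the rise of these genes was not tied to snoRNA reads by the correlation, and because reads of mature snoRNAs were possibly counted on the 17 loci whose intervals hold a non-coding RNA gene. The summed mitochondrial level was 9.00 and 15.4 CPM in TRF5 and 45.2 and 32.1 CPM in trf5-Δ98–117, a log2 ratio of 1.66. In the counts, carry-over and longer tails cannot be told apart for either group, since the table does not separate mature from extended RNA and there is 1 preparation per library. The paper reports from northern blots, not analysed here, that 3′ extended snR128 and snR33 were more abundant in trf5-Δ98–117 with mature levels not altered, so for these snoRNAs a rise of extended RNA does not rest on the counts alone. For these libraries it also reports more reads just 3′ of mature snoRNAs, and in introns 3′ of the snoRNAs they hold, which mature RNA alone would not give. That coverage is not in the table, so how much of the rise it accounts for was not measured.

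For the ribosome biogenesis genes, scaling moved by the risen non-coding RNAs was tested by leaving these RNAs out of the TMM factors, and 20 of the 50 genes were lower, against 21 with them. The median of all loci was 0.01 under that scaling. Compared with genes of like length and level, 41 of these genes had a median difference of -0.24 (permutation over 10000 draws, p = 0.0001, the smallest these can give). This argues against length and level as the cause, although genes are not replicates. The list did not pass in camera with an estimated correlation (adjusted p = 0.146), a form that no list passed with these 4 libraries. A lower expression of these genes in trf5-Δ98–117 is a hypothesis, found and tested on the same data. With 2 cultures per strain, a difference in growth between the cultures stays open.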

How the results depend on the processing

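The tests against a 1.5-fold change (glmTreat), with loci that name no gene, with loci naming 1 gene, with limma on FPKM, and with other loci for genes beside snoRNAs were chosen after the values were seen. The other alternatives were set before. At an unadjusted p under 0.05, lower loci numbered 5 with glmTreat and 193 with limma, and host genes 3 with DESeq2, 1 with the authors' p-values, 0 with glmTreat and 3 with limma. For shares, values are percentage points of tested loci past the FDR of 0.01, and the causes of the changes were not tested. In the main fit the C/D less H/ACA share was -2.70 points. Against the other snoRNAs, the shares were 1.92 points for intron-encoded, -7.14 for polycistronic and 4.76 for monocistronic loci. None of these passed Fisher's exact test, so a reversal below does not mean that the main fit showed an opposite difference.

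With DESeq2, 148 loci were lower and 0 host genes passed, the C/D share exceeded the H/ACA share by 3.69 points and 3 genes just 3′ of snoRNAs were higher. At an FDR of 0.05, 499 loci were higher, 517 lower and 3 host genes passed. With the authors' p-values, 86 loci were higher and 8 lower, and 30 snoRNA loci were higher (20 C/D and 10 H/ACA). With these p-values 0 host genes passed, and 1 of 21 genes just 3′ of snoRNAs was higher (Fisher's exact test, p = 0.157). The C/D share then exceeded the H/ACA share by 8.60 points and the polycistronic share that of other snoRNAs by 8.25 points. The intron-encoded share reversed, to -57.7 points (0 of 7 loci, Fisher's exact test, adjusted p = 0.0137). The deposited p-values are not those of Table 1, which lists some intron-encoded snoRNAs as hits. Against a 1.5-fold change, glmTreat called 73 loci higher and 0 lower, 10 H/ACA loci, 0 host genes and 2 genes just 3′ of snoRNAs. The C/D share then exceeded the H/ACA share by 41.0 points, a reversal (Fisher's exact test, p = 0.0012), with 19.0 points for polycistronic and -22.6 points for monocistronic snoRNAs. With limma on FPKM, 78 loci were higher and 0 lower, 11 H/ACA loci and 0 host genes passed, and the C/D share exceeded the H/ACA share by 31.1 points, a reversal (Fisher's exact test, p = 0.0191). The polycistronic share was 21.3 points higher and the monocistronic share reversed to -32.6 points (Fisher's exact test, adjusted p = 0.0495). With loci that name no gene the C/D share was 1.84 points above, and with loci naming 1 gene 1.69 points above, the H/ACA share. Genes just 3′ of snoRNAs that were higher numbered 3 within 250 bp, 11 within 1000 bp, 14 on the opposite strand, 1 of 10 among loci with no non-coding RNA gene in the interval (Fisher's exact test, p = 0.286) and 4 with the other locus of genes that have more than 1.

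Leaving out each library in turn gave 222 to 435 lower loci, the most without trf5-Δ98–117 replicate 2, and 0 to 3 host genes, the fewest without TRF5 replicate 2 and the most without trf5-Δ98–117 replicate 1. The C/D less H/ACA share ranged from -0.86 to 4.55 points, the polycistronic share from -12.1 to 2.22 points and the monocistronic share from -2.63 to 6.89 points. The lone library was assumed to vary like the other strain.

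With a replicate block, 255 loci were higher and 195 lower, and the C/D share was 1.84 points above the H/ACA share. The deviations of same-numbered libraries had a correlation of -0.0797 over 4310 loci, so the numbers do not show pairs of cultures.

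The difference of median log2 fold change between C/D and H/ACA loci lay between 1.46 and 1.64 in all alternatives. With an estimated correlation, 15 of 22 gene lists no longer passed an adjusted p of 0.05 (camera). With 4 libraries that form of camera can hardly pass a list. Of 138 named genes, 60 no longer passed with the authors' p-values, 50 with glmTreat, 53 with limma on FPKM and 12 with DESeq2. Alternatives for files without counts (a pseudocount, a filter on FPKM) did not apply.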

Differences from the paper's values

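At the FDR of 0.01 that the paper states, 296 loci were higher, against the paper's 71 genes, and 259 were lower, against the paper's 5. With the authors' deposited p-values, 86 loci were higher, which is within 1.5 times the paper's number, and none of the other alternatives set before the data were examined came that close. No alternative set before came within 1.5 times the paper's 5, the authors' p-values being nearest at 8. Of the tested snoRNA loci, 1 did not pass, against the paper's 23 snoRNAs, which are counted over another total, and of the alternatives set before only the authors' p-values came within 1.5 times of it. The tests chosen after seeing the values also came within 1.5 times the paper's 71, glmTreat at 73 loci and limma on FPKM at 78. Of the 56 tested genes of Table 1 they dropped 12 and 14, and the authors' p-values dropped 24.

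Of the 71 genes in the paper's Table 1, 56 were tested and 52 were higher. Not tested were the rRNA genes RDN58, RDN5, RDN25, RDN18 and RDN37 and the Ty genes YGR161C-C, YDR316W-A and YOR343W-A. The snoRNAs snR10, snR45, snR48, snR58, snR60, snR64 and snR73, named by no locus, were not tested either. The paper's values for these genes, its rRNA hits included, could therefore not be checked here. The replicate error of a gene was the larger of the spread between its libraries on the log2 scale and the standard error of the fit. The paper's values come from the same cultures and are rounded, so this error is only a yardstick, not the error of the difference. The log2 fold changes of 19 of the 56 lay within the replicate error of the paper's. The other 37 lay outside it, with a median absolute difference of 0.34 over the 56. For these 37, the settings in parentheses are the alternatives set before the data were examined under which the value came within the error, and none of the others set before did. YLR154W-E had 4.00 against the paper's 4.1 (authors' values), snR67 had 5.89 against the paper's 5.1 (without TRF5 replicate 1), snR34 had 1.35 against the paper's 1.5 (without trf5-Δ98–117 replicate 2, authors' values). snR57 had 3.83 against the paper's 3.1 (without trf5-Δ98–117 replicate 1), YJL047C-A had 1.69 against the paper's 1.6 (no filter, without TRF5 replicate 1, without trf5-Δ98–117 replicate 1, authors' values), snR13 had 1.00 against the paper's 1.3 (without trf5-Δ98–117 replicate 2). snR32 had 1.17 against the paper's 0.9 (without trf5-Δ98–117 replicate 1), snR74 had 3.93 against the paper's 4.5 (without TRF5 replicate 2, without trf5-Δ98–117 replicate 2, authors' values), snR35 had 1.08 against the paper's 1.2 (without trf5-Δ98–117 replicate 2). snR51 had 1.54 against the paper's 1.4 (without TRF5 replicate 2, without trf5-Δ98–117 replicate 2), BDF2 had 0.69 against the paper's 0.8 (without trf5-Δ98–117 replicate 2), snR42 had 1.23 against the paper's 1 (authors' values). snR19 had 3.15 against the paper's 2.8 (without TRF5 replicate 1). With limma on FPKM, chosen after seeing the values, YLR154W-E, snR34, YJL047C-A, snR74 and snR42 also came within the error, and 14 of the tested genes of Table 1 were dropped.

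For the other genes no alternative came within the error. The value of PRP31 is that of a locus shared with DBF2, UTP22 and YGR093W, and EFM3, YOR040W, snR51, snR66 and NME1 share loci as well, while the paper's values are given for single genes. YLR154W-F had 4.34 against the paper's 3, snR6 had 3.63 against the paper's 5.1, snR66 had 2.81 against the paper's 2.4. snR18 had 4.86 against the paper's 4.1, snR24 had 4.19 against the paper's 4.6, EFM3 had 0.94 against the paper's 1.5. snR71 had 1.80 against the paper's 2.6, YGR161C-D had -0.19 against the paper's 1.2, snR52 had 2.51 against the paper's 3.6. snR47 had 2.04 against the paper's 1.8, snR85 had 1.92 against the paper's 3.3, YOL157C had 0.43 against the paper's 2. NME1 had 2.81 against the paper's 3.7, snR82 had 0.73 against the paper's 1.3, YOR040W had 0.49 against the paper's 1.5. PRP31 had 0.067 against the paper's 1.4, snR54 had 2.39 against the paper's 3.1, snR78 had 3.14 against the paper's 3.9. MMS2 had 0.67 against the paper's 1.2, POP6 had 0.52 against the paper's 1.1, snR4 had 0.92 against the paper's 0.8. YIL082W-A had -0.016 against the paper's 8.5, YPL222C-A had 1.76 against the paper's 6.3, ODC2 had 0.47 against the paper's 0.8.

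Of the tested genes in Table 1, YGR161C-D, YIL082W-A, PRP31 (on its shared locus) and YOL157C were not called, and YGR161C-D and YIL082W-A had the opposite sign. For YIL082W-A, which stayed near 0, the sign was that of the paper without TRF5 replicate 2, without trf5-Δ98–117 replicate 1, with the authors' values and with limma on FPKM. YOL157C was called by edgeR's exact and likelihood ratio tests, at an FDR of 0.05 and without TRF5 replicate 2. The other 3 were called under no alternative. The paper describes 7 overexpressed genes as just 3′ of a snoRNA. Its Table 1 marks 6 so, and YJL047C-A, listed there as overlapping snR60, was taken here as the other. All 7 were higher here, and 6 of them lie on the strand opposite the snoRNA. In the paper no kind of snoRNA appeared overrepresented among the hits. With 36 of 37 C/D and 22 of 22 H/ACA loci past the threshold, the share could not show a difference here. With the authors' deposited p-values, fewer of the intron-encoded than of the other snoRNAs passed. These are not the p-values of Table 1, which lists the intron-encoded snR18, snR24 and snR54 as hits. The deposited p-value of snR18 is 0.1135 at a log2 fold change of 4.82, so this does not bear on the paper's statement. With glmTreat and limma on FPKM, chosen after seeing the values, more of the C/D than of the H/ACA loci passed. By size the C/D loci rose more than the H/ACA loci, but box type and gene organization were not told apart.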

Other observations

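No test in this part was chosen after the result was seen. Adjusted p-values of lists are from camera over 22 lists, with the preset correlation unless an estimated one is named, and 0.05 was the threshold for lists. With an estimated correlation no list passed, but camera then takes its degrees of freedom from the 4 libraries, so not passing decides little. The preset 0.01 lay below the estimate of some lists, such as 0.86 for intron-encoded snoRNAs, so their preset p-values may be too small. For others it did not, such as ribosome biogenesis genes at 0.003. In fry 14 of the 22 lists passed, 13 of them among the 15 that passed in camera. Ribosomal protein and a-specific genes did not pass in fry (adjusted p = 0.0717 each), while Ty genes did (adjusted p = 0.0316). With a replicate block 0 of the 22 lists passed in fry, the C/D box snoRNAs among those that did not (adjusted p = 0.0811, fry). That fit, like those without 1 library, leaves very little from which to estimate the spread. A loss in fry there therefore says little about a list.

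Ribosome biogenesis genes had a median log2 fold change of -0.22 (adjusted p = 1.59e-13, camera), stress-induced genes of -0.15 (adjusted p = 5.11e-06, camera) and TRAMP and exosome genes of -0.15 (adjusted p = 4.71e-04, camera). With an estimated correlation these had adjusted p-values of 0.146, 0.259 and 0.170 in that order (camera). Ribosomal protein genes had a median of 0.09 (adjusted p = 5.11e-06, camera), Gcn4 targets of 0.12 (adjusted p = 7.88e-04, camera) and iron regulon genes of 0.15 (adjusted p = 7.87e-04, camera), against 0.329, 0.170 and 0.184 with an estimated correlation. The a-specific genes (median -0.19) and snoRNP protein genes (median -0.07) each had an adjusted p of 0.0218 (camera), against 0.268 and 0.292 with an estimated correlation. Intron-encoded snoRNAs (adjusted p = 5.37e-14), polycistronic snoRNAs (adjusted p = 7.98e-23) and tRNA loci (adjusted p = 4.45e-07) were placed higher by camera, but not with an estimated correlation (adjusted p = 0.184, 0.170 and 0.146). The 7 genes just 3′ of snoRNAs (median 0.67) were picked by the paper from these libraries for being overexpressed, so a test of this list shows nothing. In camera, the a-specific genes no longer passed 0.05 without TRF5 replicate 1 (adjusted p = 0.0657), nor without trf5-Δ98–117 replicate 1 (adjusted p = 0.0507), and the snoRNP protein genes no longer passed with a replicate block (adjusted p = 0.123), nor without TRF5 replicate 2 (adjusted p = 0.0750).

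Phosphate genes (adjusted p = 0.058, median 0.10), regulatory non-coding RNAs (0.328, median 0.18), Ty genes (0.328, median 0.05), mRNAs of the Nrd1 pathway (0.751, median 0.08), termination factors (0.569, median -0.01), snoRNA processing factors (0.775, median -0.02) and host genes (0.867, median -0.02) did not pass in camera. Phosphate genes passed in camera without TRF5 replicate 2 (adjusted p = 0.0380) and without trf5-Δ98–117 replicate 2 (adjusted p = 0.0171), and regulatory non-coding RNAs without the latter (adjusted p = 0.0380). For host genes, snoRNA processing factors and termination factors, the median and the mean differ in sign. The alpha-specific genes (3 loci, median -0.13), mitochondrial genes (3 loci, median 1.82) and strain markers (2 loci) were too few for camera, and nuclear rRNA genes had no tested locus. LEU2 was lower by -0.23. Of the termination factors, GLC7 was higher by 0.44 and SEN1 lower by -0.23. Of the snoRNP proteins, SNU13 was lower by -0.23.

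Among the decreases, RCL1 (-0.56), SPB1 (-0.54) and STE2 (-0.50) passed the FDR of 0.01 in edgeR. RCL1 did not pass without TRF5 replicate 2 (adjusted p = 0.0384, edgeR).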
